A study of Homo sapiens with 34 samples. Its data were reported in "TAZ-CAMTA1 and YAP-TFE3 alter the TAZ/YAP transcriptome by recruiting the ATAC histone acetyltransferase complex" (2021).

How the data were processed

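Chromatin immunoprecipitation followed by sequencing was done in SW872 cells, a human liposarcoma line. The cells stably expressed a Flag-tagged construct or carried an empty vector (EV). The 34 libraries were 18 Flag immunoprecipitations (3 for each of 6 constructs), 2 IgG immunoprecipitations from EV cells and 14 input libraries (2 for each construct and for EV). Per the study's methods, the authors used either of a pair of sonicators to shear chromatin, and which library came from which was not used here. The sources differ on growth: the deposited sample descriptions have the CAMTA1 cells collected before confluence and the other cells near confluence, while the study's methods for this assay give near confluence for all constructs.

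The authors pooled the reads of the replicates of a construct, trimmed them with Atropos, aligned them with BWA-MEM to the GRCh37 genome, and removed reads with several placements or in greylisted regions. They called peaks with macs2 from whole fragments at a permissive q threshold. Which control libraries set the local background of each list was not settled. The highest q in any deposited list was 0.0993. The deposited data are therefore 7 peak lists, 1 per construct and 1 for EV IgG. Each deposited list gives peak positions on GRCh37 and a summit offset. It also gives a display score, which the authors' caller derived from q and which was not used for any value here. The fold enrichment is a ratio of fragment pileup at the summit to the local background, as deposited by the authors. The p-value and q-value of each peak were deposited as −log10 values. Fold enrichment, p and q are the authors' values, and were used to describe, rank or filter peaks within a list. No value column of the files was left without a group.

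The supplied reference genome and annotation were of GRCh38. The deposited positions were tested against it, and 45 of 10414 peaks ended past the end of the supplied chromosome of the same name. The lists also held 515 peaks on GRCh37 unplaced scaffolds, and no peaks on chromosome Y. Coordinates were not converted between builds. Distances to genes, nearest-gene sets, promoter shares and motif content were planned and were not analysed here, which removed 29 of 57 planned results. Gene counts per chromosome were taken from the supplied annotation by chromosome name, without coordinates.

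Because replicates were pooled before peaks were called, no spread between replicates can be given for any value. The peak was the unit of counting. Shares of peaks have 95% Wilson intervals, which cover counting error only and treat neighbouring peaks as independent. A share of 0 is given with the upper limit that 3 counts allow. Tests compare deposited lists and not conditions.

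Peaks were called overlapping when they shared at least 1 bp. Overlap was tested with a one-sided permutation test of positions: in each of 1000 draws every peak of the second list was moved by a random 10 to 500 kb to either side, and the mean over draws was the number expected by chance. The p-values of 9 overlaps were adjusted by the Benjamini-Hochberg method. Moves of that size take a peak off an unplaced scaffold, so the chance level holds for chromosomes only. The shares of fusion peaks in each parent list were compared with a two-sided exact binomial test on the peaks found in a single parent. Fold enrichment inside and outside a parent list was compared with a two-sided permutation test on mean log2 values with 100000 resamples.

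Depth was recovered from the peak values. The caller's fold enrichment and p-value at a summit together fix the number of fragments, the scaling of the immunoprecipitation and the local background, if the number of fragments is whole. In 6 construct lists 76.1% to 96.7% of peaks had a single solution. In the EV IgG list 4 of 29 peaks did, and that list was not used for depth. The recovery was tested on 1601 simulated peaks, of which 97.9% were right and 0% were wrong. The simulation used the formulas that the recovery inverts, so it did not test whether the authors' caller followed them. When the TAZ-CAMTA1 list of 1224 peaks was set against a list with random positions, 200 planted overlaps were found as 200 and 600 as 600. Mean coverage of the immunoprecipitation, in fragments per base, was the lowest background value that 5 or more peaks shared, divided by the scaling.

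The rule for named sites was set before the data were examined. It named the 2 peaks with the highest −log10 q in each construct list and the top fusion peak overlapping neither parent. It also named a set of genes, which were not analysed here because gene positions on GRCh37 were not used. Alternatives set before the data were examined were 50% reciprocal overlap, a gap of up to 500 bp, q below 0.01, moves of 2 to 20 kb, parent lists of equal size and, for numbers of peaks, chromosomes 1 to 22 and X only. The restriction to chromosomes for the other results, and the shortened second lists in comparisons across families, were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.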

Results

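To ask where TAZ-CAMTA1 and YAP-TFE3 bind chromatin relative to their parent proteins, Flag immunoprecipitation was followed by sequencing in SW872 liposarcoma cells. TAZ-CAMTA1 and YAP-TFE3 are the fusion proteins of epithelioid hemangioendothelioma, a vascular sarcoma. Each joins the amino terminus of TAZ or YAP to the carboxy terminus of CAMTA1 or TFE3. The comparators were TAZ4SA and YAP5SA, active forms of TAZ and YAP in which serines phosphorylated by LATS kinases are alanines, and full-length CAMTA1 and TFE3. Each construct had 3 Flag libraries and 2 inputs, and EV cells had 2 IgG libraries and 2 inputs. The data were 1 pooled peak list per construct, so the values have no replicate error, and all intervals are 95% Wilson intervals for counting error.

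The TAZ4SA list held 1217 peaks and the TAZ-CAMTA1 list 1224. CAMTA1 had 186 peaks. The YAP5SA list held 3857 peaks, YAP-TFE3 3483 and TFE3 418. The EV IgG list held 29 peaks, of which 25 were on unplaced scaffolds and 4 on chromosomes. The shares of peaks on unplaced scaffolds were 4.19% for TAZ4SA, 3.27% for TAZ-CAMTA1, 16.1% for CAMTA1, 2.67% for YAP5SA, 4.22% for YAP-TFE3 and 28.5% for TFE3. Median fold enrichment of TFE3 peaks was 5.15 on chromosomes and 1.94 on scaffolds. For CAMTA1 peaks it was 6.04 on chromosomes and 1.42 on scaffolds. Restriction to chromosomes moved the number of TFE3 peaks most, relative to the length of the list, among the constructs, from 418 to 299.

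The lists differed in depth. Mean coverage of the pooled immunoprecipitation was 2.33 fragments per base for TAZ4SA, 2.52 for TAZ-CAMTA1 and 2.21 for CAMTA1. It was 10.7 for YAP5SA, 10.5 for YAP-TFE3 and 8.61 for TFE3. The immunoprecipitations of the YAP5SA, YAP-TFE3 and TFE3 lists had been scaled down by factors of 0.307, 0.356 and 0.355, and those of the TAZ4SA, TAZ-CAMTA1 and CAMTA1 lists had a factor of 1. The narrowest peak was 256, 258 and 240 bp in the TAZ4SA, TAZ-CAMTA1 and CAMTA1 lists, and 196, 196 and 198 bp in the YAP5SA, YAP-TFE3 and TFE3 lists. The constructs thus fell into 2 technical sets, TAZ with CAMTA1 and YAP with TFE3. The set and the protein family cannot be told apart in comparisons across families. Comparisons of a fusion with its own parents were within 1 set.

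The first comparison asked how far the binding sites of TAZ-CAMTA1 were those of its parents. Of 1224 TAZ-CAMTA1 peaks, 414 overlapped a TAZ4SA peak, a share of 33.8% (31.2% to 36.5%), against 0.143% by chance (adjusted permutation p = 0.001, the smallest that the draws can give). Under 50% reciprocal overlap the share was 24.8%. CAMTA1 peaks were overlapped by 24 TAZ-CAMTA1 peaks, a share of 1.96% (1.32% to 2.90%; adjusted permutation p = 0.001), of which 21 lay on unplaced scaffolds. On chromosomes 3 of 1184 TAZ-CAMTA1 peaks overlapped a CAMTA1 peak, a share of 0.253% (0.0862% to 0.742%), against 0.0106% by chance (adjusted permutation p = 0.0011). TAZ4SA and CAMTA1 shared 26 TAZ4SA peaks, a share of 2.14% (1.46% to 3.11%; adjusted permutation p = 0.001). A single one was on a chromosome, which did not differ from chance (adjusted permutation p = 0.1109).

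For YAP-TFE3, 1473 of 3483 peaks overlapped a YAP5SA peak, a share of 42.3% (40.7% to 43.9%), against 0.550% by chance (adjusted permutation p = 0.001). TFE3 peaks were overlapped by 334 YAP-TFE3 peaks, or 9.59% (8.66% to 10.6%; adjusted permutation p = 0.001). On chromosomes the TFE3 overlap was 236 of 3336 peaks, or 7.07% (6.25% to 7.99%), against 0.0248% by chance (adjusted permutation p = 0.0011). Of 3857 YAP5SA peaks, 181 overlapped a TFE3 peak, a share of 4.69% (4.07% to 5.41%; adjusted permutation p = 0.001), and 96 did so on chromosomes.

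Counted from the carboxy-terminal parent, the constructs differed. On chromosomes 237 of 299 TFE3 peaks were overlapped by a YAP-TFE3 peak, a share of 79.3% (74.3% to 83.5%). Of 156 CAMTA1 peaks on chromosomes, 3 were overlapped by a TAZ-CAMTA1 peak, a share of 1.92% (0.656% to 5.50%).

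**Figure D1:**
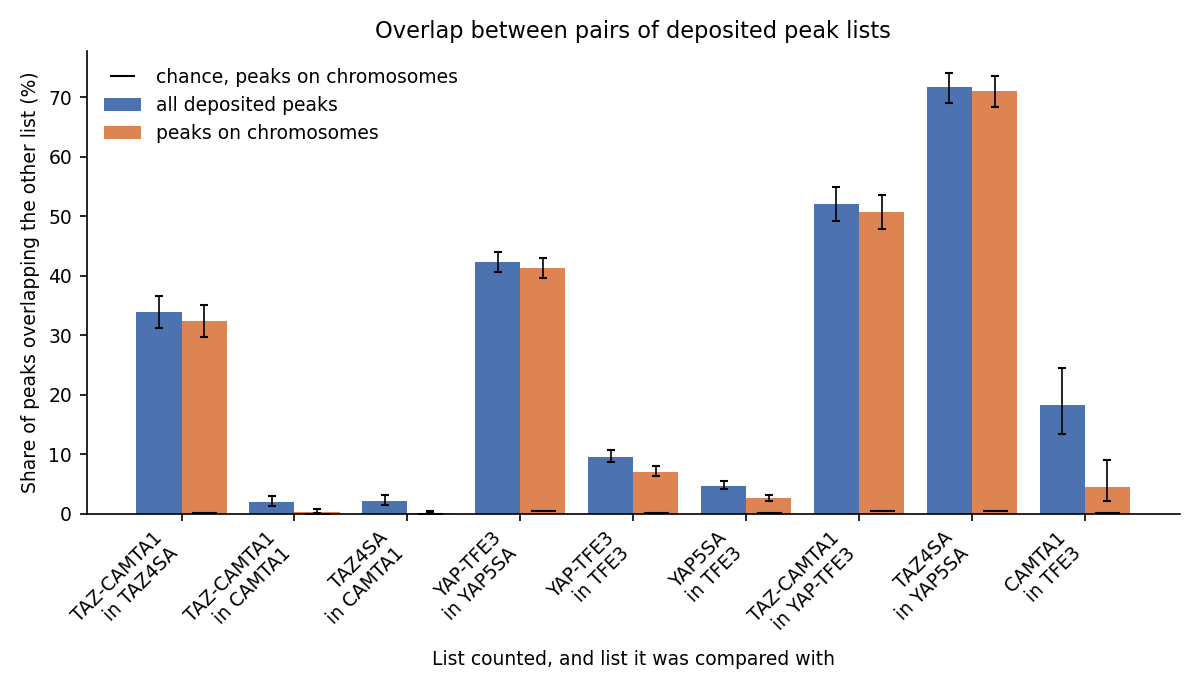
Bars give the share (%) of peaks of the first list named that overlap the second, for all peaks (blue) and for peaks on chromosomes (orange), with 95% Wilson intervals; black dashes give chance for chromosomes. TAZ4SA peaks in YAP5SA had the highest share, 71.7% of all peaks, and the CAMTA1 overlap with TFE3 fell from 18.3% to 4.49% without scaffolds.

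The share of fusion peaks in the amino-terminal parent was then set against the share in the carboxy-terminal parent. For TAZ-CAMTA1 the difference was 31.9 percentage points in favour of TAZ4SA (p = 1.28e-112, two-sided exact binomial test on 393 peaks found in TAZ4SA alone and 3 in CAMTA1 alone). With the TAZ4SA list reduced to its strongest 186 peaks, the length of the CAMTA1 list, the difference was 6.29 points (exact binomial p = 1.45e-13). For YAP-TFE3 the difference was 32.7 points in favour of YAP5SA (exact binomial p = 3.69e-223, 1296 peaks against 157). The YAP5SA list was longer than the TFE3 list. With YAP5SA reduced to its strongest 418 peaks, 8.76% of YAP-TFE3 peaks overlapped YAP5SA and 9.59% overlapped TFE3, a difference of -0.833 points that did not pass the test (exact binomial p = 0.209).

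**Figure D2:**
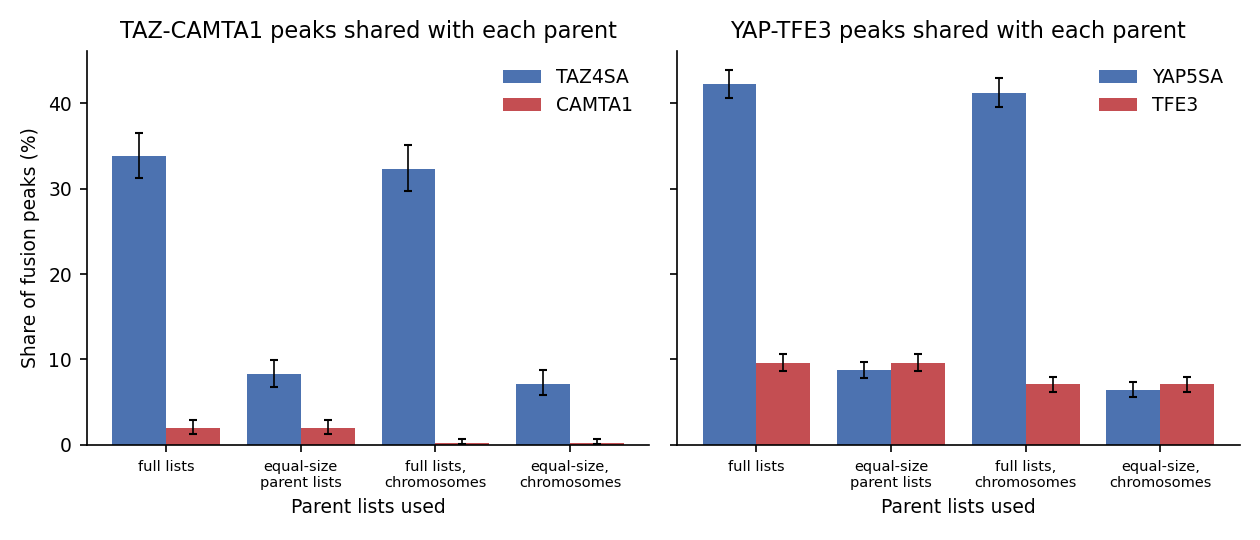
Bars give the share (%) of TAZ-CAMTA1 peaks (left) and YAP-TFE3 peaks (right) overlapping each parent list, with 95% Wilson intervals, for full parent lists and for parent lists of equal size. With equal-size lists the YAP-TFE3 shares were 8.76% in YAP5SA and 9.59% in TFE3.

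Many fusion peaks were in neither parent list. In the TAZ-CAMTA1 list 807 of 1224 peaks, or 65.9% (63.2% to 68.5%), overlapped neither TAZ4SA nor CAMTA1. In the YAP-TFE3 list 1853 of 3483 peaks, or 53.2% (51.5% to 54.9%), overlapped neither YAP5SA nor TFE3. Reciprocal overlap of 50% moved these shares most, to 74.8% and 64.4%.

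Peaks shared with the amino-terminal parent were stronger within the fusion list. Median fold enrichment was 5.96 in 414 TAZ-CAMTA1 peaks shared with TAZ4SA and 4.79 in 810 peaks outside it, a ratio of 1.24 (p = 1e-05, permutation test, the smallest it can give). For YAP-TFE3 the medians were 4.76 in 1473 peaks shared with YAP5SA and 4.12 in 2010 peaks outside it, a ratio of 1.15 (p = 1e-05, permutation test). With −log10 p in place of fold enrichment the ratios of medians were 1.69 and 1.5.

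When TAZ-CAMTA1 peaks on chromosomes were ranked by q and split into 4 parts, 56.1% of the strongest part overlapped TAZ4SA. The shares in the following parts were 36.8%, 21.6% and 14.9%. For YAP-TFE3 in YAP5SA the shares were 60.8%, 44.6%, 34.7% and 24.9%. For YAP-TFE3 in TFE3 they were 18.7%, 4.68%, 2.88% and 2.04%.

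**Figure D3:**
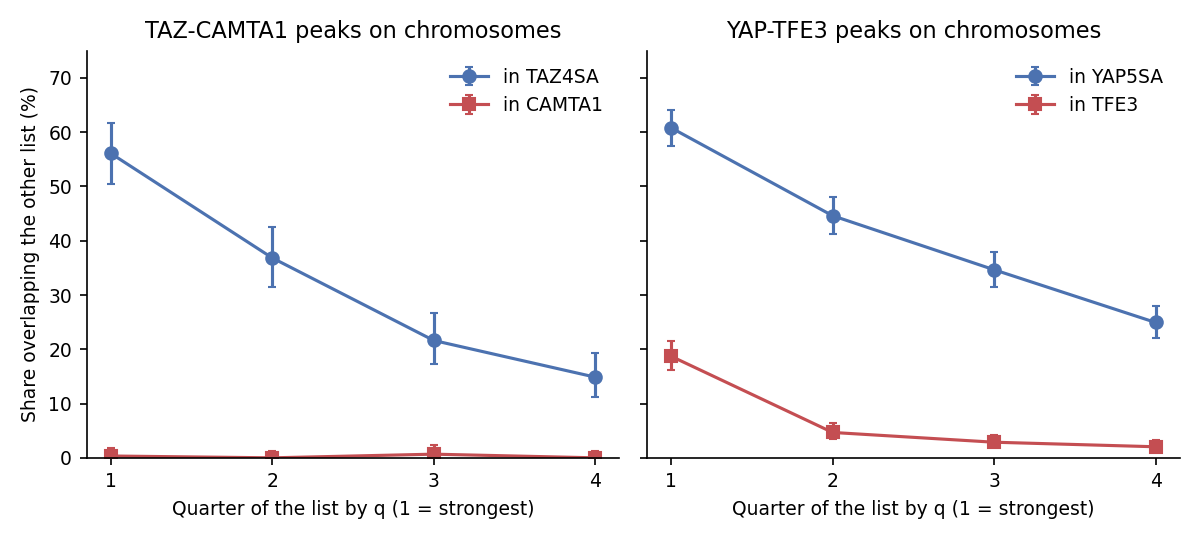
Points give the share (%) of fusion peaks on chromosomes that overlap a parent list, with 95% Wilson intervals, in 4 parts of the fusion list ranked by q. The share in TAZ4SA fell from 56.1% to 14.9% and the share in YAP5SA from 60.8% to 24.9%.

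The fusions and their parents were also compared across families. TAZ-CAMTA1 and YAP-TFE3 overlapped in 637 of 1224 TAZ-CAMTA1 peaks, a share of 52.0% (49.2% to 54.8%), against 0.456% by chance (adjusted permutation p = 0.001). TAZ4SA and YAP5SA overlapped in 872 of 1217 TAZ4SA peaks, a share of 71.7% (69.1% to 74.1%), against 0.481% by chance (adjusted permutation p = 0.001). The overlap of TAZ-CAMTA1 was not particular to the other fusion: on chromosomes 663 of 1184 TAZ-CAMTA1 peaks, or 56.0% (53.2% to 58.8%), overlapped YAP5SA and 601, or 50.8% (47.9% to 53.6%), overlapped YAP-TFE3. These shares depended on the length of the second list. On chromosomes, 71.1% of TAZ4SA peaks overlapped the full YAP5SA list and 41.5% its strongest 1166 peaks, and 28.5% of TAZ-CAMTA1 peaks overlapped the strongest 1166 YAP-TFE3 peaks. For TAZ-CAMTA1 with the strongest 1166 YAP5SA peaks the share was 32.2%, against 32.3% with the 1166 peaks of its own parent TAZ4SA. At equal length the overlap of TAZ-CAMTA1 was thus not particular to its own amino-terminal parent. With the strongest 1166 peaks of each list, YAP-TFE3 had shares of 19.2% in YAP5SA, 18.1% in TAZ-CAMTA1 and 15.6% in TAZ4SA. These differences were not tested. CAMTA1 and TFE3 overlapped in 34 of 186 CAMTA1 peaks, a share of 18.3% (13.4% to 24.5%; adjusted permutation p = 0.001). On chromosomes 7 of 156 CAMTA1 peaks did so, or 4.49% (2.19% to 8.97%; adjusted permutation p = 0.0011).

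No Flag immunoprecipitation of EV cells was among the libraries, so background of the Flag antibody itself could not be measured. The EV IgG list measured IgG background. Its peaks were overlapped by 1.64% (1.07% to 2.52%) of TAZ4SA peaks, 1.55% (0.996% to 2.41%) of TAZ-CAMTA1 peaks and 9.14% (5.78% to 14.1%) of CAMTA1 peaks. The shares were 0.441% (0.275% to 0.705%) for YAP5SA, 0.546% (0.350% to 0.850%) for YAP-TFE3 and 4.55% (2.93% to 6.99%) for TFE3. A list of 29 IgG peaks keeps such shares low for long lists. Counted from the IgG list, most of its 29 peaks were overlapped by each construct list. The numbers were 21 for TAZ4SA, 20 for TAZ-CAMTA1, 17 for CAMTA1, 22 for YAP5SA, 22 for YAP-TFE3 and 23 for TFE3. On chromosomes 1 TAZ4SA peak and 2 CAMTA1 peaks overlapped an IgG peak. There, 0 of 1184 TAZ-CAMTA1 peaks did so, which allows up to 0.253%. For 0 of 3754 YAP5SA peaks, 0 of 3336 YAP-TFE3 peaks and 0 of 299 TFE3 peaks the limits were 0.0799%, 0.0899% and 1.00%. With only 4 IgG peaks on chromosomes, low shares were fixed in advance there. The limits are therefore not upper bounds on background in the construct lists.

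The density of peaks differed between chromosomes. Of the peaks on chromosomes, chromosome 5 held 18.4% (17.1% to 19.6%) in the YAP5SA list and 10.3% (8.68% to 12.2%) in the TAZ4SA list. Chromosome 20 had 3.76 times the mean density in the YAP5SA list and 3.92 times in the YAP-TFE3 list. In the shorter CAMTA1 and TFE3 lists it had 1.25 and 1.95 times the mean density. Chromosome 19 was the densest in those lists, at 2.97 times (9 peaks) for CAMTA1 and 3.10 times (18 peaks) for TFE3.

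**Figure D4:**
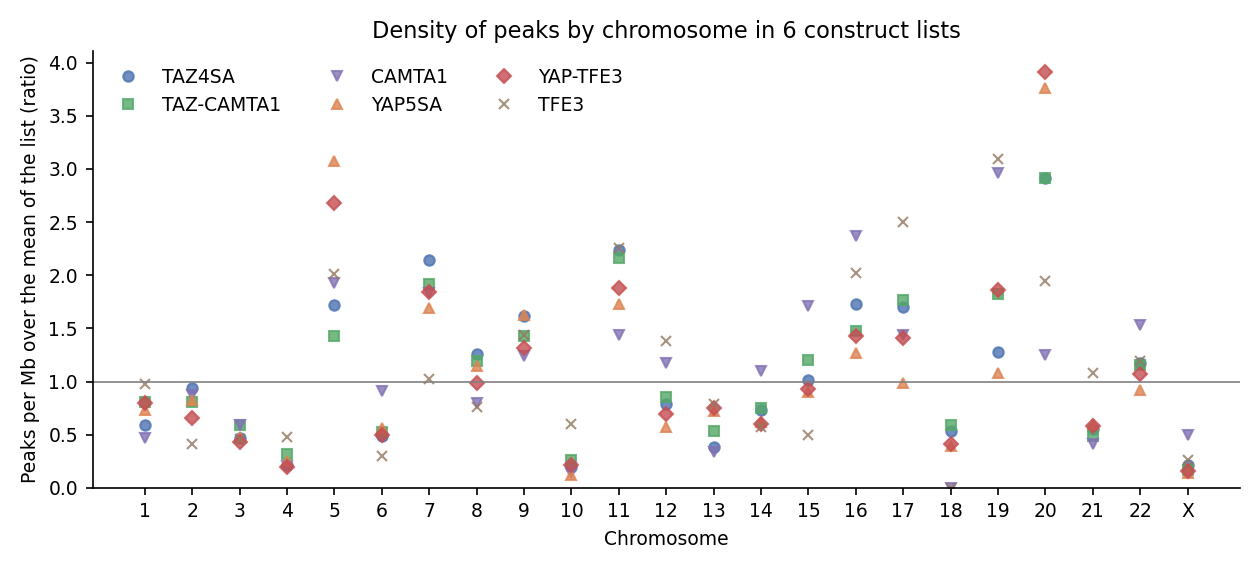
Points give the number of peaks per Mb on each chromosome over the mean of the same list (ratio), for 6 construct lists; the grey line marks 1. Chromosome 20 had a ratio of 3.76 in the YAP5SA list and 2.92 in the TAZ4SA list.

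The named peaks are given by their GRCh37 positions. The strongest TAZ4SA peak was on chromosome 5 from 165784591 to 165786011, with a fold enrichment of 26.7 and a −log10 q of 330.4, and was overlapped by YAP5SA and YAP-TFE3 peaks but by no TAZ-CAMTA1 peak. The next TAZ4SA peak, on chromosome 14 from 62221764 to 62222536 with a fold enrichment of 50.8, was overlapped by TAZ-CAMTA1, YAP5SA and YAP-TFE3. The strongest TAZ-CAMTA1 peak, on chromosome 19 from 2462456 to 2463941, had a fold enrichment of 73.8 and was overlapped by TAZ4SA, YAP5SA and YAP-TFE3. The next, on chromosome 14 from 23449613 to 23450968, had a fold enrichment of 33.8 and was overlapped by TAZ4SA and YAP-TFE3. The strongest CAMTA1 peaks were on chromosome 19 from 47103917 to 47104535, at 57.0-fold, and on chromosome 2 from 47403398 to 47404244, at 52.3-fold, and neither was overlapped by a peak of any other list.

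In the YAP set the top of the lists lay largely on scaffolds. The strongest YAP5SA peak was on scaffold GL000226.1 from 13070 to 14840, with a fold enrichment of 1.86, and a peak of every other list, EV IgG included, overlapped it. The next YAP5SA peak was on chromosome 5 from 165783138 to 165786052, at 18.3-fold, over the strongest TAZ4SA peak. Both named YAP-TFE3 peaks lay on scaffolds, on GL000226.1 from 13070 to 14844 at 1.90-fold and on GL000199.1 from 91447 to 92852 at 2.11-fold. Both named TFE3 peaks lay on the same scaffolds, from 13072 to 14828 at 2.01-fold and from 91451 to 92851 at 2.02-fold. EV IgG peaks overlapped all 4. The strongest YAP-TFE3 peak on a chromosome was on chromosome 5 from 10066 to 11735, at 6.65-fold. The next was on chromosome 2 from 109815833 to 109816251, at 1.95-fold. EV IgG peaks overlapped neither. The strongest TFE3 peak on a chromosome lay over that chromosome 2 peak, at 2.20-fold, and the next TFE3 peak was at 27.9-fold. Peaks of low fold enrichment and high −log10 q thus remained among the strongest on chromosomes. The strongest TAZ-CAMTA1 peak outside both parents was on chromosome X from 152066053 to 152066588, at 17.6-fold, and was overlapped by YAP-TFE3. The strongest YAP-TFE3 peak outside both parents was on chromosome 20 from 49056698 to 49057458, at 16.5-fold, and was overlapped by no other list.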

Values the study reported

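The study reported that 56% of the genes with TAZ-CAMTA1 peaks were absent from the TAZ4SA and CAMTA1 gene sets. For YAP-TFE3 the corresponding share was 46% relative to YAP5SA and TFE3. Measured as the −log10 of the hypergeometric density on genes, the study gave 52.9 for TAZ-CAMTA1 with TAZ4SA, 43.8 for TAZ-CAMTA1 with CAMTA1, 166.8 for YAP-TFE3 with YAP5SA and 11.8 for YAP-TFE3 with TFE3.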

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

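The tests in this part were chosen after the result was seen.

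The carboxy-terminal parents differed between the families. The share of parent peaks on chromosomes that the fusion list overlapped was 77.3 percentage points higher for TFE3 than for CAMTA1 (237 of 299 peaks against 3 of 156, Fisher's exact test, two-sided, p = 3.87e-65). A larger number of YAP-TFE3 fragments was argued against as the whole cause. With its fragments thinned to the TAZ-CAMTA1 coverage, the YAP-TFE3 list still overlapped 69.1% of TFE3 peaks. That was far above the upper end of the CAMTA1 interval, 5.50%. Thinning kept the local background of the YAP-TFE3 list, so a difference in background was not tested. The strongest 1166 peaks of the full YAP-TFE3 list overlapped 58.5% (175 of 299). A CAMTA1 list made mostly of peaks near the threshold was argued against as well, since 68.6% of CAMTA1 peaks on chromosomes had a −log10 q above 5, against 63.2% of TFE3 peaks. That value does not exclude strong peaks of technical origin. Whether CAMTA1 cells alone were collected before confluence differs between the sample descriptions and the study's methods, so a difference in growth state was neither tested nor excluded. The technical set and the family cannot be told apart either. Part of the TFE3 overlap was shared with a construct that has no TFE3 part: the YAP5SA list overlapped 95 of 299 TFE3 peaks, or 31.8% (26.8% to 37.3%), and its strongest 1166 peaks 11.7% (8.54% to 15.8%). Of 156 CAMTA1 peaks, the full YAP-TFE3 list overlapped 11 and the full YAP5SA list 7, against 3 for TAZ-CAMTA1. With the strongest 1166 peaks of each list the numbers were 7 for YAP-TFE3, 1 for YAP5SA and 3 for TAZ-CAMTA1, and these differences were not tested. A biological difference, in which YAP-TFE3 keeps TFE3 sites and TAZ-CAMTA1 keeps few CAMTA1 sites, stays open as a hypothesis. The study has other evidence on TFE3: it reported the motif of MiTF, a relative of TFE3, in more YAP-TFE3 than YAP5SA peaks. It also reported co-immunoprecipitation of YAP-TFE3 with TFE3. The study proposes that the carboxy-terminal parts of both fusions contribute to where they bind. Motifs were not analysed here.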

How the results depend on the processing

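Of 113 alternatives run over 28 results, 97 kept the direction and the side of the threshold, or stayed within the interval or within 1.5 times the number of peaks. The restriction to chromosomes, except for the numbers of peaks, and the shortened second lists across families were chosen after seeing the data. No paired analysis was possible because the authors pooled the replicates of a construct into 1 peak list, and for the same reason no replicate could be left out.

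The preference of YAP-TFE3 for its amino-terminal parent depended on the lengths of the lists. With parent lists of equal size the difference reversed to -0.833 points (exact binomial p = 0.209), and on chromosomes to -0.629 points (exact binomial p = 0.336). The alternative's own construction shows the cause: the YAP5SA list was reduced from 3857 to 418 peaks. The difference was 23.3 to 34.2 points under the other alternatives. For TAZ-CAMTA1 the difference kept its direction and passed the test under every alternative run, at 6.29 to 33.5 points.

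Restriction to chromosomes removed most of the overlap with the EV IgG list. The EV IgG list fell to 4 peaks. The shares overlapping EV IgG fell to 0.0858% for TAZ4SA, 1.28% for CAMTA1, 0% for TAZ-CAMTA1, 0% for YAP5SA, 0% for YAP-TFE3 and 0% for TFE3. The share of TAZ4SA peaks overlapping CAMTA1 fell to 0.0858% and no longer passed the test. All of these follow from the removal of scaffold peaks. The 8 other overlaps kept their direction and passed the test on chromosomes.

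Reciprocal overlap of 50% raised the share of peaks in neither parent to 74.8% for TAZ-CAMTA1 and 64.4% for YAP-TFE3. It lowered the shares overlapping EV IgG to 0.207% for YAP5SA, 0.287% for YAP-TFE3 and 2.15% for TFE3. Such changes follow from the stricter rule for sharing. With q below 0.01 in the fusion list, the share of YAP-TFE3 peaks in neither parent was 50.8%. The list went from 3483 to 3153 peaks, and those in neither parent from 1853 to 1602. This follows from the removal of the weakest fusion peaks, which overlapped the parents less often. On chromosomes 75.1% of the weakest of 4 parts lay outside YAP5SA, against 39.2% of the strongest.

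Planned results on distances to genes, nearest genes, promoters, motifs and named genes were not run, because the supplied annotation was of another genome build. The lengths of the shortest lists limit the precision of overlaps with them: on chromosomes the EV IgG list has 4 peaks and the CAMTA1 list 156.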

Other observations

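Of the 12 tests of explanations, 3 on depth and numbers of peaks were set before their results were seen, and 9 were chosen after.

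The lists of the YAP set were longer than those of the TAZ set. When the fragments of YAP5SA peaks on chromosomes were thinned at random to 21.8% of their number, the TAZ4SA coverage, 2981 of 3708 peaks still passed the lowest −log10 p of the TAZ4SA list, 2.56 times the 1166 TAZ4SA peaks. For YAP-TFE3 thinned to the TAZ-CAMTA1 coverage, 2538 of 3288 peaks passed, 2.14 times the 1184 TAZ-CAMTA1 peaks. Since only peaks already in the deeper list could pass, these numbers are lower bounds. Both values argue against depth as the whole cause. For TFE3 thinned to the CAMTA1 coverage, 229.6 of 290 peaks passed on average, 1.47 times the 156 CAMTA1 peaks. That mean was under the limit of 1.5 set beforehand. The middle 95% of the draws, 219.0 to 240 peaks, lay on both sides of the limit, and this spread was taken into account only after it was seen. With it, depth cannot be told apart from another cause there. Enrichment efficiency, shearing and construct expression stay open and were not tested.

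Most of the overlap of TAZ-CAMTA1 with CAMTA1 may come from background on unplaced scaffolds, where 87.5% of the overlapping TAZ-CAMTA1 peaks lay. That share restates the overlap counts given above and is not independent evidence. Scaffolds cannot account for the 3 overlapping peaks on chromosomes, against 0.126 by chance (adjusted permutation p = 0.0011). The same explanation was argued against for YAP-TFE3 with TFE3, where 29.3% of the overlapping peaks were on scaffolds. No biological explanation was tested.

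Fusion peaks outside the amino-terminal parent were not limited to weak peaks. Of the strongest of 4 parts of the TAZ-CAMTA1 list, 43.9% lay outside the TAZ4SA list, and of that of the YAP-TFE3 list, 39.2% lay outside the YAP5SA list. Both exceed the limit of 20% set for weak peaks lost at the threshold as the whole cause. The TAZ-CAMTA1 peaks outside both parents were often found in the longer lists of the other family: of 798 on chromosomes, 41.5% overlapped a YAP5SA peak and 38.6% a YAP-TFE3 peak. Of 1815 YAP-TFE3 peaks outside both parents on chromosomes, 2.87% (2.19% to 3.74%) overlapped a TAZ4SA peak and 7.44% (6.32% to 8.74%) a TAZ-CAMTA1 peak. Those lists were shorter, at 1166 and 1184 peaks against 3754 for YAP5SA and 3336 for YAP-TFE3, and the shares of the 2 fusions were not matched for length. In none of the other 5 construct lists were 30.6% of TAZ-CAMTA1 peaks and 49.6% of YAP-TFE3 peaks on chromosomes. A total of 105 TAZ-CAMTA1 peaks overlapped YAP-TFE3 but neither TAZ4SA nor YAP5SA, of which 0 overlapped CAMTA1 and 1 overlapped TFE3. Sites bound by both fusions and by neither active parent stay open as a biological hypothesis.

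Peaks crowded on a few chromosomes, as the plot of densities by chromosome shows. A candidate explanation is extra copies of those chromosomes in the cells. Its test assumes that the local background came from input libraries, which was not settled. Across 23 chromosomes, which are not independent replicates, YAP5SA peak density rose with the share of TAZ4SA peaks whose local background, as the peak caller set it, was above the genome level (Pearson's r = 0.794, permutation p = 1e-05, the smallest it can give; Spearman's rho = 0.751, permutation p = 5e-05, adjusted p = 0.000125). Without chromosomes 5 and 20, r was 0.766. With the lists exchanged the relation was not seen (r = 0.0446, permutation p = 0.847; rho = 0.252, permutation p = 0.244), and without chromosomes 5 and 13 r was 0.350. The YAP5SA and TAZ4SA densities themselves went together (r = 0.872 and rho = 0.952, permutation p = 1e-05 for each; r = 0.807 without chromosomes 11 and 20), so the exchange differed in the background measure more than in density. YAP5SA density against protein-coding genes per Mb gave r = 0.132 (p = 0.485) and rho = 0.439 (p = 0.0370, adjusted p = 0.0616), and TAZ4SA density gave r = 0.328 (p = 0.117) and rho = 0.569 (p = 0.00526, adjusted p = 0.0105), all by permutation. Without chromosomes 17 and 19 r was 0.330 and 0.541. Since the exchange changed which measure went more closely with density, copies and gene density cannot be told apart. The rule that a relation must hold in both directions was set only after these values were seen. In all 5 relations were computed, and the adjusted values cover both coefficients of each. None of them used the CAMTA1 or TFE3 list, in which chromosome 19 was the densest.

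A hypergeometric density is small on both sides of the expectation, so its −log10 alone does not rank how alike a pair of lists is. Over 6543 regions merged from the 6 construct lists on chromosomes, YAP5SA and YAP-TFE3 had the highest −log10 density, 161.5, with 1361 shared regions against 1898 expected, that is fewer than expected. Yet against moved positions the same lists overlapped far above chance, in 1376 YAP-TFE3 peaks against 14.8. The population explains the contrast by construction: it held only regions bound in at least 1 list. TAZ-CAMTA1 with TAZ4SA gave 43.7 with more regions than expected, 384 against 208.1. Both that value and the 161.5 for YAP5SA with YAP-TFE3 were lower than those quoted from the study above. The 161.5 came close to its quoted counterpart, but the populations differed, so that closeness says nothing on the side of the quoted value. The study also described an upper-tail hypergeometric test, set for enrichment, beside the density. TAZ-CAMTA1 with CAMTA1 gave 9.77 with fewer, 3 against 28.1. That is lower than the value quoted from the study above. YAP-TFE3 with TFE3 gave 24.7 with more, 236 against 151.0. That is higher than the value quoted from the study above. The regions here were positions and the quoted values were on genes, and the side of the quoted values was not tested here.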
